A study of Mus musculus with 44 samples.

How the data were processed

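RNA was measured in the nucleus accumbens of mice after viral delivery of retinoid X receptor alpha (RXRa), a nuclear receptor that acts as a transcription factor, or of a fluorescent control protein. The 44 samples lie in 2 tables. One table holds 8 libraries of bulk tissue from males that received a herpes simplex virus vector, 4 with GFP and 4 with RXRa. The other holds 36 libraries of nuclei sorted as D1 or D2, the names in use for striatal neurons that express the dopamine receptor genes Drd1 and Drd2. These animals received an adeno-associated virus vector whose insert is turned on by Cre recombinase and carries EGFP with or without RXRa.

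Per the labels' protocols, the bulk libraries were poly(A)-selected and the sorted libraries were made from ribosomal-RNA-depleted total RNA with a low-input stranded kit. Both were sequenced as paired reads of 150 bp, to at least 20 M reads per bulk sample and 40 M per sorted sample. The deposited values are whole-number counts per gene with no normalization, and each table also has 2 entries for sequences of the vector, a GFP and a codon-altered RXRa. The aligner, the counting program, the genome build, the annotation release, the use of strand and the treatment of intron reads are not stated in the labels or the file headers. Overlapping and antisense genes and near-identical gene copies may therefore share reads, and such genes are named as uncertain. Poly(A) selection favours spliced messenger RNA, while total RNA from nuclei also holds unspliced transcripts, so levels were compared only within a table.

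Samples were grouped from the labels by tissue, sorted population, sex and vector, into 2 bulk groups of 4 and 8 sorted groups of 4 or 5. For 1 sorted library the title and the vector label name different vectors, and it entered no comparison. Total counts over genes ranged from 21567565 to 29167142 in bulk and from 12211655 to 27757463 in the sorted libraries. A gene with a count of 0 is bounded at 3 counts of a library's total. Intervals for single libraries are 95% Wilson intervals, and intervals and bounds cover counting error only, since reads amplified by PCR are not independent molecules. The 72 pairs of replicates within groups had a chi-square per degree of freedom between 1.911 and 73.5, so no pair agreed within sampling noise and each library counted as 1 replicate.

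Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test on the deposited counts, the filterByExpr filter by group and TMM scaling. The vector entries were left out of library sizes and tests. Bulk was fitted with its 2 groups. The 35 assigned sorted libraries were fitted together as 8 groups that share an estimate of the spread, and contrasts over both sexes weighted the sexes equally. In all, 12 contrasts were tested, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Standard errors were derived from the log2 fold change and the F statistic. Levels are CPM (counts per 1e6 of the effective library size) with TMM scaling, computed here from the deposited counts. Endogenous Rxra and the vector sequences were compared by exact two-sided permutation tests of the mean of log2(CPM + 1) with SciPy 1.17.1. Similarity of fold changes was measured as Pearson's r across genes, which are not independent replicates.

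Gene lists were tested with limma 3.58.1 and its camera function with a preset correlation of 0.01, adjusted over 12 tests in 3 contrasts, with fry and an estimated correlation beside it. The 4 lists were retinoid and RXR targets, interferon response, activity-induced genes, and voltage-gated channel genes. The channel list was chosen by the start of the symbol. It therefore also holds genes that are not voltage-gated channels, such as Kcnj8, Kcnk1 and the noncoding Kcnq1ot1. Another 8 marker lists described cell types, and 3 lists of blood cell markers were written after the bulk calls had been seen. The 4 lists, the 8 marker lists, the groups, tests, naming rule and the alternatives not listed below as later choices were set before the data were examined.

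The genes named are Rxra, the sex and cell-type markers, and for each contrast up to 3 genes with the largest rise and up to 3 with the largest fall. Those had to be called, to have a mean CPM of at least 1 and, for RXRa contrasts, to have every RXRa library on the same side of every control within each sex. Where no gene was called, the gene with the smallest p is named. For the difference between the sexes in D2 that gene is not reported here. Gene symbols and positions come from GENCODE M21 on the mouse assembly GRCm38, which holds 55394 of the 55487 gene identifiers, and 93 were not matched. Positions are therefore those of this annotation, since the authors' build is not stated.

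A background measure was added after the counts were seen. It is the median CPM per kb of gene body over 1576 autosomal protein-coding genes of at least 5 kb that had no count in any bulk library, called silent-gene density below. Multiplied by the length covered by annotated genes, 1221.4 Mb, it gives the share of counts that such a uniform background would hold. Unlike the levels above, this density uses CPM of the library total, without TMM scaling.

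The differential expression tests were recomputed with RLE size factors, library totals only, DESeq2 1.42.0, limma voom with sample quality weights and no filter. Other settings were a mean CPM of at least 1, a robust fit, the replicate number as a block and 1 surrogate variable from sva 3.50.0. Genes were also counted at an unadjusted p under 0.05 with an absolute log2 fold change of at least 0.38. The sorted tests were also refitted with only the compared groups. Each library was left out in turn. Fold-change correlations were recomputed without Rxra, at a mean CPM of at least 10, as Spearman's rho and with left-out libraries. Gene lists were recomputed with fry, an estimated correlation, camera on ranks, the replicate block and left-out libraries. Silent-gene density as a covariate, a restriction to 3439 genes above background and the left-out libraries for gene lists were chosen after seeing the data. The restriction kept genes with a bulk mean CPM of at least 1 and a sorted mean of at least 2 times the background. Other splits of the samples were refitted for all 35 splits of the bulk libraries and for 80 drawn splits of the sorted libraries. The sorted splits were first drawn 40 times and were extended to 80 after the first count had been seen. The gene lists used 35 splits.

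The procedure was tested on simulated counts with 200 changed genes. All 200 were recovered among 18518 genes in the bulk design, with 8 false calls, and all 200 among 43831 genes in the D2 contrast, with 14 false calls. Raised genes simulated at a log2 fold change of 1.5 had a median of 1.49 and 1.52. Simulated bulk and D2 fold changes with no shared change had an r of 0.000477 over 18206 genes. Genes were simulated independently, without differences between libraries that many genes share. The simulated changes were also larger than the median absolute log2 fold change of the D2 calls, 0.34. The simulation therefore does not measure recovery of small changes, or false calls and r under shared differences.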

Results

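Nucleus accumbens transcriptomes were compared between mice with virally delivered RXRa and mice with a fluorescent control, in bulk tissue and in nuclei sorted as D1 or D2. The bulk table held 4 GFP and 4 RXRa libraries from males, with a median total of 27375134 counts. The sorted table held 35 libraries with a group. These were D1 female with 5 EGFP and 4 RXRa libraries, D1 male with 5 and 4, D2 female with 4 and 4, and D2 male with 5 and 4. The median total of the sorted table, with the unassigned library included, was 20767752.5 counts. Between 27410 and 29069 genes had a count in a bulk library and between 51246 and 54272 in a sorted library.

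The vector-encoded RXRa sequence was examined first, as a check of the labels. All 4 bulk GFP libraries had 0 counts of it, which allows a level of up to 0.106 to 0.11 CPM, and the 4 bulk RXRa libraries had 22.1 to 37.7 CPM. In the 19 sorted EGFP libraries it had 0 to 17 counts, at most 0.876 CPM, while the 16 sorted RXRa libraries had 43.9 to 684 CPM. No RXRa library overlapped a control library of its table. The vector GFP sequence was present in both arms, at 43.5 ± 14.0 CPM (SD, n = 4) in bulk GFP and 51.7 ± 12.4 CPM (SD, n = 4) in bulk RXRa. Its 5 comparisons gave exact two-sided permutation p-values of 0.371 in bulk, 0.159 in D1 female, 0.19 in D1 male, 0.314 in D2 female and 0.825 in D2 male, and the lowest Benjamini-Hochberg value was 0.464. The smallest p these permutations can give is 0.0286 for 4 against 4 libraries and 0.0159 for 4 against 5. The difference in mean log2(CPM + 1) of vector GFP, RXRa against control, was 0.27 in bulk. It was below 0 in each sorted comparison, at -0.57 in D1 female, -0.96 in D1 male, -0.54 in D2 female and -0.12 in D2 male.

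**Figure D1:**
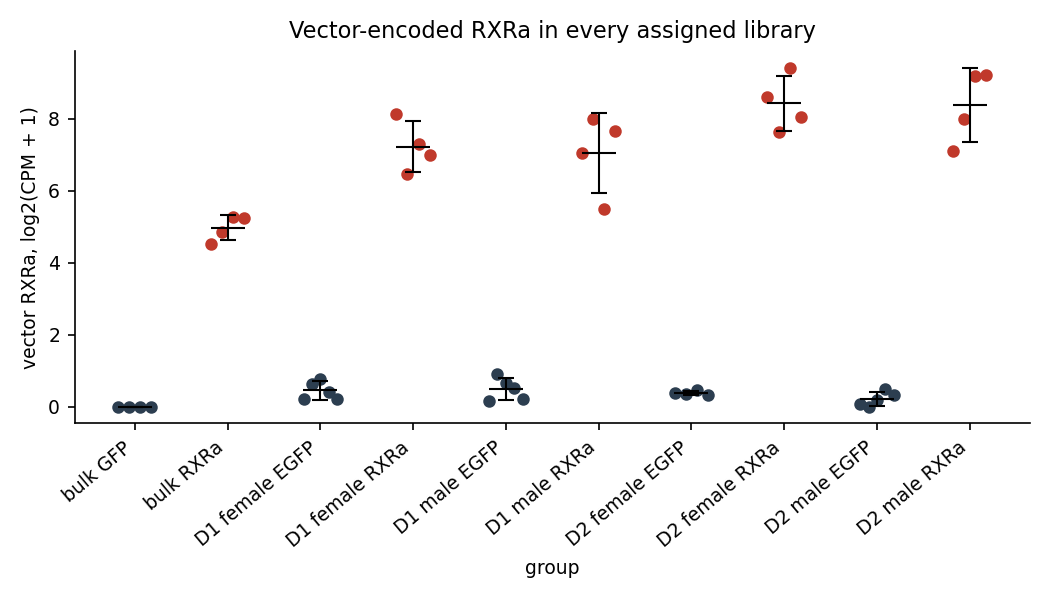
Vector-encoded RXRa as log2(CPM + 1) (y axis) in each assigned library, by group (x axis), where points are libraries, horizontal marks are group means and bars are SD. The bulk RXRa libraries lie at 22.1 to 37.7 CPM and the sorted RXRa libraries at 43.9 to 684 CPM, above every control library, whose highest value is 0.876 CPM.

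Endogenous Rxra (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957) was not shown to differ in any of the 5 comparisons. It had 51.4 ± 4.74 CPM (SD, n = 4) in bulk GFP and 47.4 ± 3.54 CPM (SD, n = 4) in bulk RXRa. The log2 fold changes were -0.12 (SE 0.08) in bulk, 0.06 (SE 0.11) in D1 female, -0.10 (SE 0.11) in D1 male, -0.05 (SE 0.12) in D2 female and -0.05 (SE 0.11) in D2 male. The exact two-sided permutation p-values were 0.229, 0.556, 0.302, 0.571 and 0.619 in the same order, and all 5 had a Benjamini-Hochberg value of 0.619. The direction rested on single libraries in D2 female, where the log2 fold change was 0.04 without EGFP 1, and in D2 male, where it was 0.05 without RXRa 3 and 0.01 without EGFP 1. In D1 female it was -0.04 with library totals only.

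The sex labels were compared with sex-linked transcripts. Xist ranged from 120.5 to 542.6 CPM in the 17 female sorted libraries and from 2.006 to 21.5 CPM in the 18 male ones. The Y-linked gene Ddx3y was at most 0.0935 CPM in females and at least 13.1 CPM in males. Kdm5d, Uty and Eif2s3y likewise separated the sexes without overlap, with lowest male levels of 34.4, 64.2 and 14.4 CPM and highest female levels of 1.12, 1.43 and 0.0926 CPM.

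The bulk comparison asks how RXRa overexpression changed the transcriptome of the whole tissue. Of 18579 genes tested, 687 were called, 559 higher and 128 lower with RXRa, and 3990 had an unadjusted p under 0.05. The count was 2816 with 1 surrogate variable. Single libraries also moved it: 9 genes were called without GFP 4, 175 without RXRa 4, 243 without GFP 2, 292 without RXRa 3, 333 without RXRa 2 and 402 without GFP 3. Among the genes that met the naming rule, the largest rises were in Ubd (ENSMUSG00000035186, chromosome 17, 37193892 to 37196095), Sytl3 (ENSMUSG00000041831, chromosome 17, 6659093 to 6738044) and Klrc1 (ENSMUSG00000030167, chromosome 6, 129666015 to 129678973). Ubd went from 0.946 ± 0.181 CPM (SD, n = 4) to 4.93 ± 2.26 CPM (SD, n = 4), a log2 fold change of 2.38 (SE 0.36, edgeR adjusted p 0.0132). Sytl3 rose by 2.28 (SE 0.38, edgeR adjusted p 0.0165) from 0.39 ± 0.16 CPM and Klrc1 by 2.24 (SE 0.38, edgeR adjusted p 0.0187) from 0.685 ± 0.213 CPM, where Klrc1 belongs to a family of similar genes that can share reads. The largest falls were in Prkg1 (ENSMUSG00000052920, chromosome 19, 30564489 to 31765033), Sspo (ENSMUSG00000029797, chromosome 6, 48448229 to 48501250) and the noncoding Gm28578 (ENSMUSG00000100417, chromosome 19, 45300455 to 45338435), with log2 fold changes of -0.84 (SE 0.19), -0.78 (SE 0.18) and -0.70 (SE 0.14) and edgeR adjusted p-values of 0.0496, 0.0475 and 0.0326. None of these 6 calls held in all 8 fits that left out 1 library. Without GFP 4 the edgeR adjusted p was 0.0667 for Ubd, 0.0736 for Sytl3 and 0.0907 for Klrc1, and without RXRa 4 it was 0.0582 for Sytl3 and 0.0622 for Klrc1. Prkg1 failed the threshold in 7 of the 8 fits, Sspo in 8 and Gm28578 in 5, with the highest edgeR adjusted p at 0.163 for Prkg1 without GFP 4, 0.148 for Sspo without RXRa 4 and 0.0924 for Gm28578 without RXRa 3. With the replicate number as a block, all 6 calls were lost. That fit called 0 genes in bulk, with 3303 at an unadjusted p under 0.05. The edgeR adjusted p was then 0.0627 for Ubd, 0.0617 for Sytl3 and 0.0543 for Klrc1. It was 0.0649 for Prkg1, 0.0676 for Sspo and 0.113 for Gm28578. With library totals only, the edgeR adjusted p was 0.0672 for Prkg1, 0.0595 for Sspo and 0.0544 for Gm28578. Prkg1 and Sspo also failed with RLE size factors (edgeR adjusted p 0.0524 and 0.0522), and Prkg1 at a mean CPM of at least 1 (0.0505) and with the robust fit (0.0574). Their lowest adjusted p over the alternatives with all libraries was 0.000526 for Prkg1, with 1 surrogate variable, and 0.00252 for Sspo and 0.000318 for Gm28578, both with DESeq2.

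Of the lists fixed before the data were examined, the interferon-response list stood out in bulk. All 20 of its genes were higher with RXRa, with a median log2 fold change of 1.02. Adjusted over the list alone, 20 genes passed an adjusted p of 0.05, and 17 did over all genes tested. The camera adjusted p was 9.87e-43, the fry adjusted p 0.00572 and the adjusted p with an estimated correlation 0.0799, so the call held under fry and failed with the estimated correlation. Ifit1 had the largest change of the list, 1.45 (SE 0.15, edgeR adjusted p 0.00688), followed by Zbp1 at 1.41 (SE 0.23, edgeR adjusted p 0.0157) and Rsad2 at 1.39 (SE 0.22, edgeR adjusted p 0.0155). The smallest changes were 0.71 in B2m and 0.74 in Lgals3bp. Retinoid and RXR targets had a median near 0 with 14 of 29 genes higher (camera adjusted p 0.859), and 4 of them passed adjusted over the list alone and 1 over all genes tested. Activity-induced genes had a camera adjusted p of 0.485, and 0 of 14 passed adjusted over the list alone or over all genes tested, with 1 at an unadjusted p under 0.05. Without GFP 3 the camera adjusted p of this list was 0.00227. Voltage-gated channel genes had a median log2 fold change of -0.0771, with 77 of 128 genes lower (camera adjusted p 0.0274, fry adjusted p 0.658). Of these, 1 passed adjusted over the list alone and 1 over all genes tested. The camera adjusted p of the channel list was 0.765 without GFP 3, 0.456 without RXRa 4 and 0.0602 with camera on ranks.

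**Figure D2:**
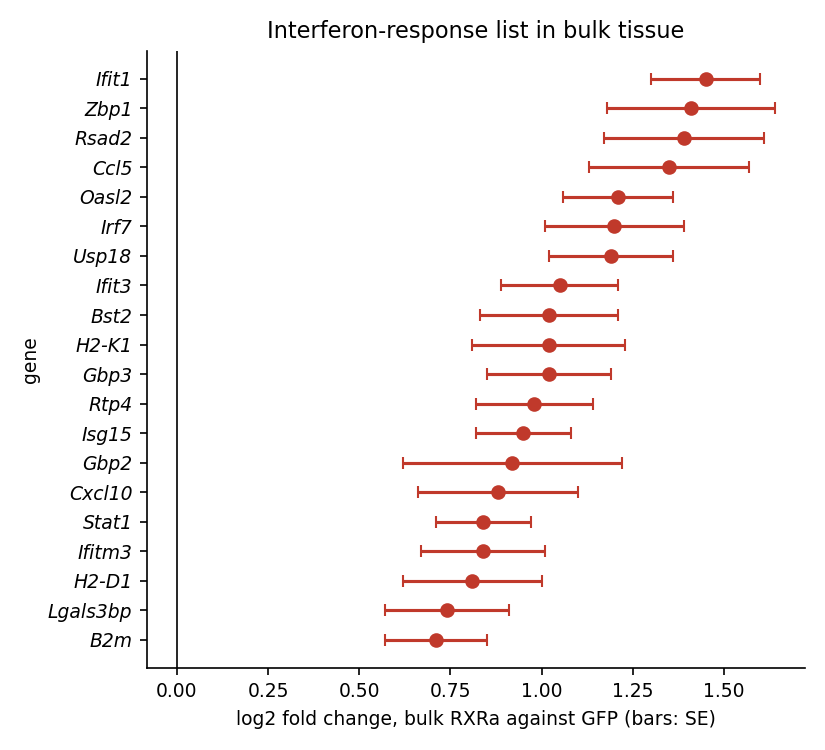
Log2 fold change of bulk RXRa against bulk GFP (x axis) for the 20 genes of the interferon-response list (y axis), where points are edgeR estimates and bars are standard errors, with 4 libraries per group. All lie above 0, from 0.71 in B2m to 1.45 in Ifit1.

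The sorted comparisons ask the same question within a population. In each sex alone no gene was called. In D1 female 0 of 43902 genes were called, with 2757 at an unadjusted p under 0.05, and in D1 male 0, with 1326. In D2 female 0 genes were called, with 11080 at an unadjusted p under 0.05, and in D2 male 0, with 8656. Single libraries moved the counts of D1 female, D2 female and D2 male: 4 genes were called in D1 female without EGFP 5, 6699 in D2 female without RXRa 3, and 5986 in D2 male without RXRa 1. Without EGFP 3 or without RXRa 3, 1 gene was called in D2 male. The genes with the smallest p failed the threshold. In D1 female this was Raet1e (ENSMUSG00000053219, chromosome 10, 22158569 to 22374139), with 50.7 ± 8.44 CPM (SD, n = 5) under EGFP and 29.9 ± 2.62 CPM (SD, n = 4) under RXRa, a log2 fold change of -0.76 (SE 0.13, edgeR adjusted p 0.107). Its edgeR adjusted p was 0.00416 without EGFP 5. With all libraries it passed with DESeq2 (adjusted p 0.00233), limma voom (adjusted p 0.0266) and the replicate block (edgeR adjusted p 0.0409). Its adjusted p over the alternatives ran from 0.00233 to 0.452. Its annotated body overlaps other genes of a family of similar sequence. In D1 male it was the noncoding Gm19951 (ENSMUSG00000113136), at -7.67 (SE 1.49, edgeR adjusted p 0.506). Its EGFP libraries ranged from 2.97 to 4070 CPM. The value rested on EGFP 2, and was 0.00 without it. Gm19951 is 1 of 7 genes that overlap ribosomal repeats. Together these held 5.55% of the counts of EGFP 2, against at most 0.07753% in the rest of its group. In D2 female it was the pseudogene Gm18043 (-0.96, SE 0.18, edgeR adjusted p 0.0953) and in D2 male the pseudogene Gm49177 (-1.48, SE 0.28, edgeR adjusted p 0.132), which can share reads with their parent genes. Gm18043 passed without RXRa 3 (edgeR adjusted p 0.0161), and Gm49177 passed without RXRa 1 (edgeR adjusted p 0.0167) and without RXRa 3 (edgeR adjusted p 0.0403). With all libraries Gm49177 also passed with DESeq2 (adjusted p 0.0392) and with 1 surrogate variable (edgeR adjusted p 0.00709), and its adjusted p over the alternatives ran from 0.00709 to 0.683.

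Over both sexes, 0 genes were called in D1, with 3518 at an unadjusted p under 0.05, and 9683 of 43902 in D2, 6548 higher and 3135 lower, with 16290 at an unadjusted p under 0.05. The D2 count was 0 without female RXRa 4, 1633 without male RXRa 5 and 14766 without male RXRa 1. It was 0, with 1347 genes at an unadjusted p under 0.05, when silent-gene density was a covariate. The called changes were small, with a median absolute log2 fold change of 0.34 and 87 of at least 1. Calls were higher in 67.6% of cases under TMM and in 18.1% with library totals only, which moved the median of all genes from -0.04 to -0.20. They also followed how strongly a gene was expressed in bulk. Among 11117 genes above 10 CPM in bulk, 4966 were called higher and 274 lower, and among 11864 genes without a count in bulk 182 were called higher and 1196 lower.

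By the naming rule, which 70 genes met, the largest D2 rises were in Ict1os (ENSMUSG00000085072, chromosome 11, 115406586 to 115408314) at 0.88 (SE 0.18, edgeR adjusted p 0.0111), Gm43885 (ENSMUSG00000107643, chromosome 6, 45194876 to 45197417) at 0.84 (SE 0.22, edgeR adjusted p 0.0129) and 4933406B15Rik (ENSMUSG00000112421, chromosome 12, 80583011 to 80597140) at 0.56 (SE 0.10, edgeR adjusted p 0.0111). Ict1os and 4933406B15Rik are annotated as antisense transcripts. The largest falls were in the immunoglobulin segment Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966) at -1.74 (SE 0.32, edgeR adjusted p 0.0111), Gm48104 (ENSMUSG00000112921, chromosome 10, 114095727 to 114098357) at -0.68 (SE 0.13, edgeR adjusted p 0.0111) and Gm30731 (ENSMUSG00000107859, chromosome 4, 22490548 to 22493126) at -0.61 (SE 0.14, edgeR adjusted p 0.0111). Igkc was at 1.57 ± 1.04 CPM (SD, n = 4) in D2 female EGFP and 0.49 ± 0.157 CPM (SD, n = 4) in D2 female RXRa. Each of these 6 calls was lost with silent-gene density as a covariate, and also without female RXRa 4, where the edgeR adjusted p was 0.0699 for Gm43885 and 0.0569 for the other 5.

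Genes without a count in bulk had counts in each sorted library. The silent-gene density ranged from 0.3028 to 0.5955 CPM per kb across the 35 assigned libraries, and a uniform background at that density would hold 37% to 72.7% of a library's counts. In D2 the density was lower with RXRa, by -0.38 on the log2 scale (ratio 0.769), with an exact two-sided permutation p of 0.00136 when vector labels were permuted within each sex. In D1 the difference was -0.19 (ratio 0.874), with an exact two-sided permutation p of 0.038. Both differences rest on library totals, and the choice of scaling changes their size. Under TMM the 11864 tested genes without a count in bulk had median log2 fold changes of -0.177 in D2 and -0.065 in D1. The density itself was tested only with library totals. Within a sex the exact two-sided permutation p was 0.0952 in D1 female, 0.365 in D1 male, 0.114 in D2 female and 0.0317 in D2 male, with Benjamini-Hochberg values of 0.152, 0.365, 0.152 and 0.127.

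**Figure D3:**
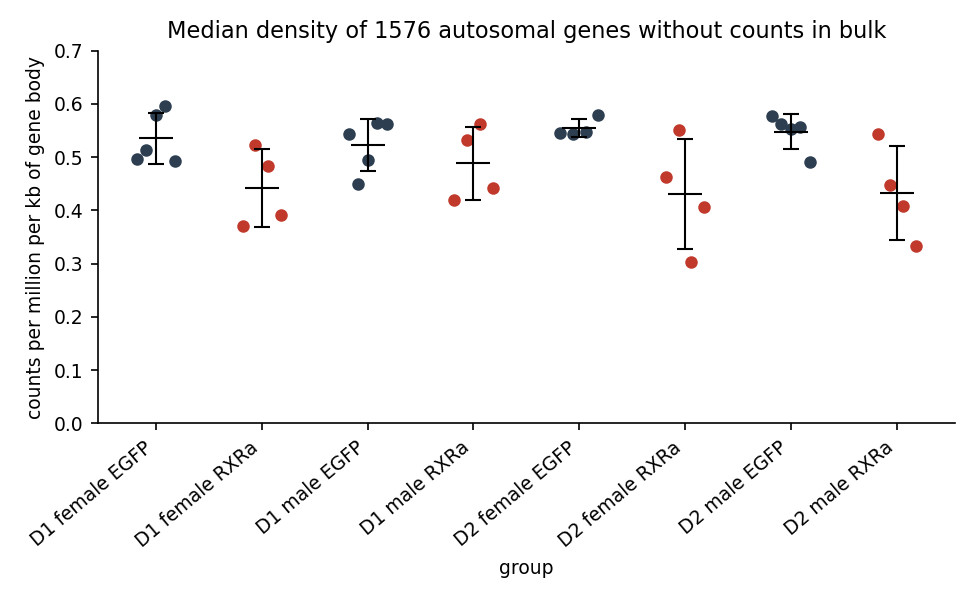
Median density over autosomal genes without a count in bulk, in CPM per kb of gene body (y axis), for each assigned sorted library, by group (x axis), where points are libraries, horizontal marks are group means and bars are SD. Densities run from 0.3028 to 0.5955, and the D2 RXRa libraries reach lower values than the D2 EGFP libraries. CPM is here of the library total, without TMM scaling.

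Differences between the effects were tested as interactions. Between the sexes 0 genes were called in D1, with 912 at an unadjusted p under 0.05, and 0 in D2, with 1324. Between D2 and D1 0 genes were called, with 3609 at an unadjusted p under 0.05. The D2 count of calls is therefore not shown to differ from the D1 count by this test. The smallest p belonged to C920009B18Rik for sex in D1 (1.42, SE 0.26, edgeR adjusted p 0.137) and to Gm24079 between D2 and D1 (-1.12, SE 0.23, edgeR adjusted p 0.601), the gene that also had the smallest p in D1 over both sexes (0.71, SE 0.15, edgeR adjusted p 0.49). C920009B18Rik lies inside the annotated body of Raet1e, and its edgeR adjusted p was 0.0141 without female EGFP 5 and 0.0289 without male EGFP 3. With all libraries it passed with DESeq2 (adjusted p 0.00554) and limma voom (adjusted p 0.0335), and its adjusted p over the alternatives ran from 0.00554 to 0.936. The count for sex in D1 was 3 without the former library and 1 without the latter.

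Among the lists in the sorted libraries, interferon-response genes were lower in D2, with 17 of 20 lower and a median log2 fold change of -0.244 (camera adjusted p 8.62e-05, fry adjusted p 0.00572, adjusted p with an estimated correlation 0.309). Adjusted over the list alone, 12 passed, and 10 did over all genes tested. In D1 the camera adjusted p of this list was 0.037, with 13 of 20 lower, and its fry adjusted p was 0.423. It failed in 8 of the 18 fits that left out 1 D1 library, with a camera adjusted p of up to 0.233, without male RXRa 2. Voltage-gated channel genes were higher in 94 of 143 genes in D2 (camera adjusted p 7.69e-05, fry adjusted p 0.00795) and in 93 of 143 in D1 (camera adjusted p 0.000388, fry adjusted p 0.366). Their medians were 0.13 in D2 and 0.04 in D1 under TMM, where the medians of all genes were -0.04 and -0.01. With library totals only they were -0.05 and -0.03, below 0 but above the medians of all genes, -0.20 and -0.09. In D2, 73 channel genes passed adjusted over the list alone and 61 over all genes tested. Both counts include members that are not voltage-gated channels, such as the noncoding Kcnq1ot1. Retinoid and RXR targets had camera adjusted p-values of 0.988 in D1 and 0.668 in D2. In D2, 12 of the 30 passed adjusted over the list alone, 10 of them higher, and 10 passed over all genes tested, 9 of them higher. Activity-induced genes had camera adjusted p-values of 0.76 in D1 and 0.807 in D2, where 0 of 14 passed adjusted over the list alone or over all genes tested, with 1 at an unadjusted p under 0.05. In D1, 0 genes of the 4 lists passed adjusted over the list alone or over all genes tested, with 3 retinoid and RXR targets, 2 interferon-response, 1 activity-induced and 19 channel genes at an unadjusted p under 0.05. With silent-gene density as a covariate, chosen after seeing the data, the activity-induced genes were lower in D1 (camera adjusted p 0.00215) and D2 (camera adjusted p 2.76e-17). With the same covariate the channel genes passed in neither (0.918 in each), and the interferon-response genes passed in D2 (camera adjusted p 7.2e-05) but not in D1 (0.734). As small a camera p was reached by 7 of 35 splits of the libraries for the interferon list in D2 and by 5 for the channel list, and in D1 by 12 and 7. Of the 12 list tests, 6 passed with camera, 3 with fry and 0 with an estimated correlation, where 1 had an unadjusted p under 0.05.

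Fold changes were compared between populations, across genes, which are not independent replicates. Across 43902 genes the r between D1 and D2 was 0.513, and across 18280 genes the r of bulk was -0.222 with D1 and -0.305 with D2. With silent-gene density as a covariate these were 0.14, 0.03 and -0.071. Bulk and D2 called 197 genes in common of the 18280 tested in both, against 242.9 expected from the sizes of the sets, and 34 of the 197 changed in the same direction.

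The EGFP libraries were compared between populations. Of 43902 genes, 53 were called, 21 higher in D2 and 32 lower, with 4620 at an unadjusted p under 0.05. The count was 418 with limma voom and sample quality weights, and 1121 at an unadjusted p under 0.05 with an absolute log2 fold change of at least 0.38. Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) had a log2 fold change of 3.47 (SE 0.16, edgeR adjusted p 1.75e-17), with 578 ± 59.5 CPM (SD, n = 4) in D2 female and 55.1 ± 6.31 CPM (SD, n = 5) in D1 female. Penk rose by 2.73 (SE 0.33, edgeR adjusted p 4.27e-06) and Gpr6 by 2.37 (SE 0.29, edgeR adjusted p 6.48e-06). Lower in D2 were Drd1 (ENSMUSG00000021478, chromosome 13, 54051183 to 54055705), with -2.03 (SE 0.24, edgeR adjusted p 2.85e-06), Pdyn with -1.77 (SE 0.16, edgeR adjusted p 2.86e-09) and E130119H09Rik (ENSMUSG00000114069, chromosome 13, 53912263 to 53915748) with -1.74 (SE 0.08, edgeR adjusted p 7.96e-18). The last lies within 200 kb of Drd1. Of 13 tested genes within 200 kb of Drd1 or Drd2, 9 were called, each in the direction of the neighbouring receptor gene, against 0.0157 expected from the share of called genes. The window was chosen after the calls were seen.

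**Figure D4:**
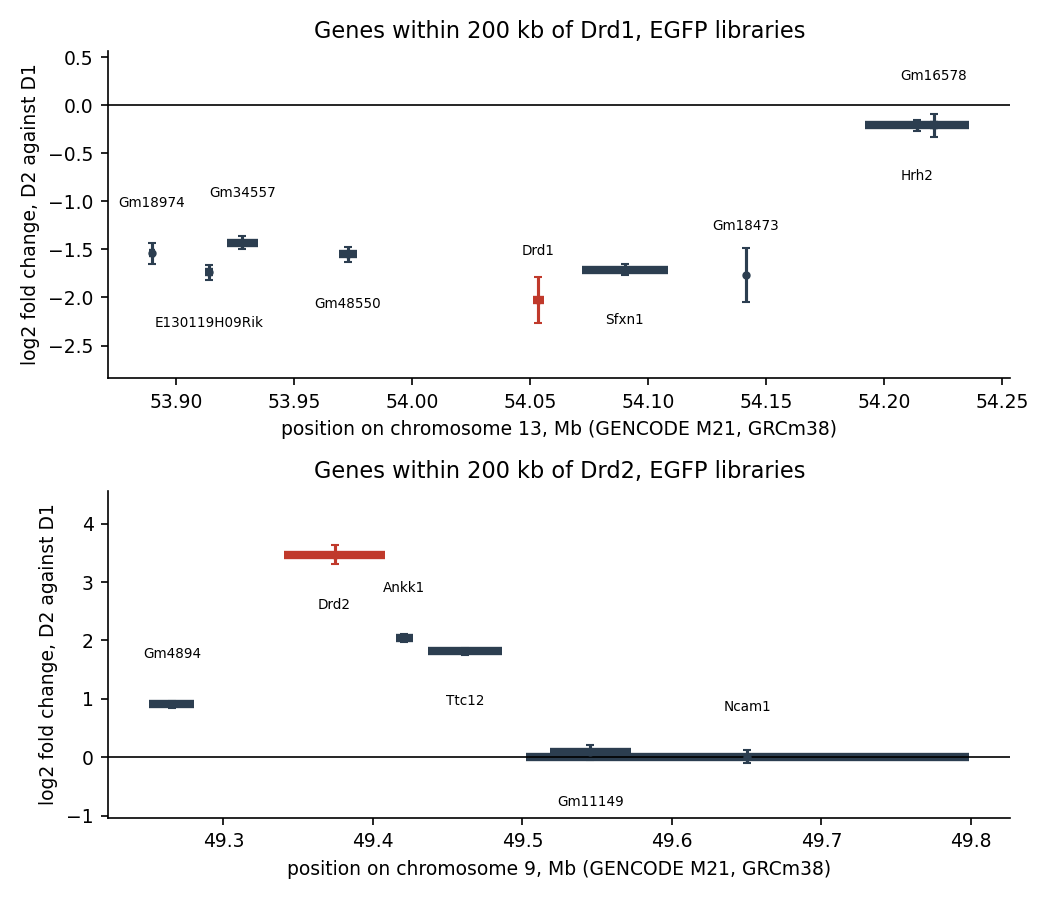
Log2 fold change of D2 against D1 EGFP libraries (y axis) for tested genes within 200 kb of Drd1 (upper panel) and Drd2 (lower panel), by position on the chromosome (x axis, Mb, GENCODE M21), where horizontal bars span each gene, points mark its middle, vertical bars are standard errors and the receptor gene is in red. Of the 13 neighbours, 9 are called, 6 near Drd1 and 3 near Drd2.

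Between males and females among the EGFP libraries, 1947 genes were called, 442 higher and 1505 lower in males, with 2872 at an unadjusted p under 0.05. Restricted to a mean CPM of at least 1, 1024 were called. Of the calls, 1483 lay on the X chromosome, all lower in males, and 412 on the Y chromosome, all higher in males. The naming rule, which ranks by fitted fold change, gave 3 Y-linked genes among the rises. These had at most 3 counts in every EGFP female library, so only bounds can be given and their rank is not established: Uba1y was at least 26.6-fold higher, Eif2s3y at least 95.9-fold and Gm28919 at least 36.4-fold. Ddx3y, which was chosen after its values were seen, was at least 95.2-fold higher. Gm28919 has near-identical copies that can share reads. Xist fell by 6.22 (SE 0.30, edgeR adjusted p 1.01e-17), Gm27927 by 5.2 (SE 0.27, edgeR adjusted p 8.36e-17) and Tsix by 4.76 (SE 0.21, edgeR adjusted p 7.66e-19). Gm27927 and Tsix overlap Xist, and their values can include its reads. X-linked genes without a count in bulk had a median log2 fold change of -1, and those above 10 CPM in bulk one of -0.61.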

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

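The tests in this part were all chosen after the results they bear on had been seen. For each of 22 measures, every group of 4 or 5 libraries was examined for a library far from the rest of its group, where a gene was left out of groups with a mean under 1 CPM. Of 194 combinations of group and measure, 20 had such a library, where chance at 1 in 20 gives 9.7, so several of those below are of a kind that chance alone produces. Wilson intervals at 95% are given where the value is a share of a library's counts.

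The largest departure was in D1 male EGFP 2, where 7 genes that overlap ribosomal repeats held 5.55% of counts (5.537 to 5.563), against 0.06824% to 0.07753% in the rest of its group and at most 0.1256% in the other assigned sorted libraries. Among these 7 is Gm19951, the gene with the smallest p in D1 male, whose fold change rested on this library. Poor removal of ribosomal RNA is a candidate explanation. The mitochondrial ribosomal gene mt-Rnr2 was at 133 CPM in this library, within the 42.7 to 422 CPM of the others, so removal was not poor for that transcript, but probes for mitochondrial and nuclear ribosomal RNA can fail separately. Whether incomplete removal or another source raised these genes cannot be told apart with 1 library. It also had the fewest counts, 12211655 in total, and the fewest genes with a count in its group, 51858 against 53624 to 54272. In the bulk table, GFP 2 had the lowest share of its group for the same genes, 0.03285% (0.03218 to 0.03354) against 0.0363% to 0.03677%, and no explanation was tested.

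Xist was at 21.5 CPM (19.51 to 23.7) in D1 male RXRa 1, against 2.488 to 3.492 CPM in the rest of its group. If female nuclei or RNA were the source, they would make up about 8.31% of the library at the level of the D1 female RXRa group. The ratio of X-linked to autosomal density over silent genes was 0.4542 in this library, and the highest value of the other males was 0.4288. That departure goes in the direction female material would give. The library lay above all other males, which ranged from 0.338 to 0.4288, but its excess is smaller than the spread among them. Female material therefore cannot be told apart from a higher Xist level in this male. No biological explanation was tested.

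D2 male EGFP 1 was flagged as low for 3 Y-linked genes and for Drd1. Kdm5d was at 38.89 CPM (36.09 to 41.91) against 48.99 to 50.47, Uty at 72.73 CPM (68.86 to 76.82) against 82.15 to 85.26, Eif2s3y at 15.25 CPM (13.53 to 17.18) against 21.76 to 23.26, and Drd1 at 6.916 CPM (5.793 to 8.257) against 13.2 to 15.17. Other genes that were not flagged were also lowest of the group in this library. Ddx3y was at 14.68 CPM against 20.84 to 27.66, and Tac1 at 12.13 CPM against 21.13 to 28.76. Drd2, Adora2a and Penk were lowest too, while Rxra was highest. The silent-gene density of D2 male EGFP 1, 0.5773, was the highest of its group. In D1 male EGFP 3 the Y-linked genes were high instead, with Kdm5d at 53.13 CPM (50.06 to 56.39) against 38.42 to 41.61 and Uty at 96.43 CPM (92.27 to 100.8) against 72.98 to 79.71. Its silent-gene density, 0.4942, lay inside its group. No explanation was tested for either library.

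In D1 female RXRa 1, Tac1 was at 58.61 CPM (54.81 to 62.67) against 43.55 to 45.09, and Pdyn at 65.19 CPM (61.18 to 69.47) against 43.08 to 46.36. This library had the lowest silent-gene density of its group, 0.3712, and no test was run on these genes. Rxra was at 41.56 CPM (38.85 to 44.46) in D2 female EGFP 1 against 31.41 to 33.12, and leaving this library out turned the Rxra log2 fold change in D2 female from -0.05 to 0.04. Penk was at 935.4 CPM (924 to 947) in bulk GFP 3 against 1102 to 1131. No explanation was tested for these values.

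Slc17a7, a marker of cortical excitatory neurons, was at 579.2 CPM (570.2 to 588.3) in bulk GFP 3, against 5.725 to 81.6 CPM in the rest of its group, and the bulk RXRa libraries ranged from 55.35 to 446.8 CPM. Of the 6 other tested markers of that list, 5 were highest of the group in GFP 3, where chance gives 1.5. Neurod2 was at 47.1 CPM against at most 7.09, while Lamp5 was lowest, at 69 CPM against 88.2 to 103. Cortical tissue in this library may explain the pattern, and without it 402 genes were called in bulk in place of 687. Slc17a7 was also at 380.3 CPM in bulk RXRa 1 and 446.8 CPM in RXRa 3, against 72.56 CPM in RXRa 2 and 55.35 CPM in RXRa 4. Uneven cortical tissue in both bulk groups thus stays open, since the other markers were not examined by library in the RXRa group. In D1 female EGFP 2, Slc17a7 was at 23.23 CPM (21.48 to 25.12) against 9.836 to 11.3. There 4 of 6 other markers were highest, and 3 with library totals only, where chance gives 1.2. Their median was 1.19 times the mean of the others, so cortical material cannot be told apart from chance with so few genes.

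Aqp4, an astrocyte marker, was at 21.65 CPM (19.23 to 24.37) in D2 male EGFP 4, against 12.85 to 14.04 CPM in the rest of its group. Of the 9 other astrocyte markers, 8 were highest of the group in this library, where chance gives 1.8, with a median of 1.7 times the mean of the others. Astrocyte nuclei or RNA in this library may explain the pattern. In bulk RXRa 1, Aqp4 was at 212 CPM (206.4 to 217.7) against 301.8 to 314.2. The bulk GFP libraries ranged from 165.9 to 219.5 CPM, so RXRa 1 lay within the control range and the rest of its group above it. In RXRa 1, 3 of 9 other markers were lowest, and 4 with library totals only, where chance gives 2.25. Their median ratio to the mean of the other libraries was 0.992. Fewer astrocytes in RXRa 1 thus cannot be told apart from a change in single genes or from higher Aqp4 in the rest of its group. Markers of one cell type vary together, so these counts are not independent draws. No biological explanation was tested.

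Silent-gene density was 0.5802 CPM per kb in D2 female EGFP 5, against 0.5443 to 0.5481 in the rest of its group, and 0.4914 in D2 male EGFP 5, against 0.5531 to 0.5773. Both lie within the range of the sorted libraries, 0.3028 to 0.5955.

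One sorted library entered no comparison because its title and its vector label name different vectors. It held 177.7 CPM of the vector-encoded RXRa sequence (171.4 to 184.2), from 2941 counts. The sorted EGFP libraries held at most 0.876 CPM, and the sorted RXRa libraries 43.9 to 684 CPM. The value lies in the range of the RXRa libraries, which is consistent with an error in the vector label. A swap of material with an RXRa library would give the same value and was not tested, and the library was left without a group.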

How the results depend on the processing

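Alternatives with silent-gene density as a covariate, with genes above background and with left-out libraries for the gene lists were chosen after seeing the data. The cause of a change was not tested unless stated.

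In bulk, where 687 genes were called, DESeq2 called 1565, limma voom 1107, the fit with 1 surrogate variable 2816, and an unadjusted p under 0.05 with a minimum fold change 1898. Across the 8 fits that each left out 1 library the count ran from 9, without GFP 4, to 1016, without RXRa 1. Library totals only gave 636 calls, 571 higher and 65 lower, against 559 and 128 under TMM. The calls were 1128 higher and 437 lower with DESeq2, 733 and 374 with limma voom, and 1975 and 841 with 1 surrogate variable.

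In the comparisons within a sex, where 0 genes were called, unadjusted p-values with a minimum fold change gave 1556 genes in D1 female, 868 in D1 male, 5631 in D2 female and 4263 in D2 male. DESeq2 called 4, 3643 and 23 in D1 female, D2 female and D2 male. In D1 female limma voom called 2, and the compared groups alone 1. In D2 male the fit with 1 surrogate variable called 3914, and the genes above background gave 4. Leaving out 1 library gave 0 to 4 genes in D1 female, the 4 without EGFP 5, 0 in each fit in D1 male, where 1326 genes had an unadjusted p under 0.05 with all libraries, 0 to 6699 in D2 female, the 6699 without RXRa 3, and 0 to 5986 in D2 male, the 5986 without RXRa 1.

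Over both sexes, unadjusted p-values with a minimum fold change gave 1256 genes in D1, where the other alternatives and each left-out library gave 0 and 3518 genes had an unadjusted p under 0.05. In D2, where 9683 were called, they gave 5875, the compared groups alone 2547, genes above background 97, of which 60 were among the 9683, and silent-gene density as a covariate 0, with 1347 genes at an unadjusted p under 0.05. The restriction to genes above background tests fewer genes. Left-out libraries gave 0, without female RXRa 4, to 14766, without male RXRa 1. Library totals only gave 11391 calls, of which 18.1% were higher against 67.6% under TMM, and 5192 were shared. This scaling moved the median log2 fold change of all genes from -0.04 to -0.20.

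For the difference between the sexes in D1, DESeq2 and limma voom each called 2 genes and unadjusted p-values gave 778. Left-out libraries gave 0 to 3, the 3 without female EGFP 5. For the sexes in D2 unadjusted p-values gave 1108, and left-out libraries 0, with 1324 genes at an unadjusted p under 0.05 with all libraries. Between D2 and D1 the fit with 1 surrogate variable called 3, unadjusted p-values gave 1471, and left-out libraries 0, with 3609 genes at an unadjusted p under 0.05 with all libraries.

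Between D2 and D1 EGFP libraries, where 53 genes were called, DESeq2 called 91, limma voom 418, 1 surrogate variable 140, silent-gene density as a covariate 203, the compared groups alone 134 and unadjusted p-values 1121, and left-out libraries 36 to 61. All 53 were among the 203 and among the 418. Of the 53, DESeq2 kept 52, the compared groups alone 50, library totals only 44, unadjusted p-values 40 and 1 surrogate variable 36. Between males and females, where 1947 were called, a mean CPM of at least 1 gave 1024, all among the 1947. Genes above background gave 44, of which 14 were among the 1947. Both settings test fewer genes. Left-out libraries gave 1888 to 1949.

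The replicate numbers were not shown to pair the samples. Deviations of same-numbered libraries correlated above 0.1 in 2 of 4 pairs in bulk, 3 of 4 in D1 female and 0 of 4 in D1 male. They did so in 1 of 3 pairs in D2 female and 2 of 4 in D2 male. Same-numbered pairs reached 0.412 in bulk, where other pairs reached 0.436, and 0.462 in D2 male, where others reached 0.299. With 3 or 4 pairs per comparison, this check cannot exclude pairing. With the replicate number as a block, 0 genes were called in bulk, with 3303 at an unadjusted p under 0.05, and 1 in D1 female, Raet1e (edgeR adjusted p 0.0409). The block moved no other count of calls by more than 1.5 times. Of the list tests, 5 passed with the block, the interferon-response list in D1 no longer among them (camera adjusted p 0.0784).

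Rxra changed direction in D1 female with library totals only (-0.04), in D2 female without EGFP 1 (0.04), in D2 male without EGFP 1 (0.01) and without RXRa 3 (0.05), and in D1 over both sexes with 1 surrogate variable or without female RXRa 4, male RXRa 1 or male RXRa 2 (0.01 each). Left-out libraries gave -0.17 to -0.06 in bulk, 0.01 to 0.12 in D1 female, -0.19 to -0.04 in D1 male, -0.14 to 0.04 in D2 female and -0.13 to 0.05 in D2 male, and -0.07 to 0.01 in D1 over both sexes. No exact or edgeR test of Rxra passed its threshold with all libraries. Gm19951 in D1 male ran from -7.99 without EGFP 1 to 0.00 without EGFP 2. Of 899 values of named genes under alternatives, which leave out Rxra in bulk and within a single sex, 831 kept their direction and side of the threshold, 50 lost the threshold, 13 gained it and 5 changed direction.

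The r of D1 with D2 was 0.704 at a mean CPM of at least 10, where 5 of 80 splits were as far from 0, and 0.14 with silent-gene density as a covariate. Left-out libraries gave 0.397 to 0.563. The r of bulk with D1 was 0.03 with the covariate, a change of direction, and -0.24 to -0.167 with left-out libraries. The r of bulk with D2 was -0.344 at a mean CPM of at least 10 and -0.288 as Spearman's rho, in each case with 2 of 35 splits as far from 0, and -0.071 with the covariate. Left-out libraries gave -0.33 to -0.26, and the r without bulk RXRa 2, -0.26, no longer passed. Of the 12 list tests, 6 passed with camera, 3 with fry, 0 with an estimated correlation, where 1 had an unadjusted p under 0.05, and 5 to 6 with left-out libraries. With camera on ranks 4 passed, and the channel list in bulk and the interferon-response list in D1 (adjusted p 0.0602 each) did not. With silent-gene density as a covariate 5 passed, of which 3 were among the 6. The density is 0 in every bulk library, so the interferon-response and channel lists in bulk kept their values, 9.87e-43 and 0.0274. Of the sorted lists that had passed, only the interferon-response list in D2 still did (7.2e-05). The activity-induced list then passed, lower, in D1 (0.00215 against 0.76, higher) and in D2 (2.76e-17 against 0.807, lower), and the channel list in D1 and D2 (0.918 each, lower in D1) and the interferon-response list in D1 (0.734) no longer did. The interferon-response list in D1 failed in 8 of 18 fits with a left-out library, and the channel list in bulk in 2 of 8, without GFP 3 (0.765) and without RXRa 4 (0.456). The activity-induced list in bulk passed in 1 of 8, without GFP 3 (0.00227).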

Other observations

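The tests in this part, including the counts of other splits, were all chosen or extended after the results they bear on had been seen, and each explanation below is a hypothesis.

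Of the 35 splits of the 8 bulk libraries into groups of 4, only 1, the real one, gave as many called genes as 687, and the others gave 0. In each of the single-sex and D1 comparisons and the interactions, where 0 genes were called, 80 of 80 splits gave at least as many, which is fixed by the count of 0. The unadjusted counts say more: 3 of 80 splits had at least the 2757 genes of D1 female, 19 the 1326 of D1 male, 6 the 11080 of D2 female, 13 the 8656 of D2 male and 2 the 3518 of D1 over both sexes. For the interactions it was 34 splits for sex in D1, 48 for sex in D2 and 26 between D2 and D1, with real counts of 912, 1324 and 3609. In D2 over both sexes 3 of 80 splits gave at least 9683 genes, and the largest other count was 13334. This share is fragile, since 2 of the first 40 splits had done so, a share at the limit of 0.05, before more were drawn. In both the D2 to D1 and the male to female comparison of EGFP libraries 1 of 80 splits, the real one, gave as many genes. In the male to female comparison 1 other split also had calls, 459 of them. By unadjusted counts, 1 of 80 splits had at least the 4620 genes of D2 to D1. For male to female, 4 had at least the 2872. For gene lists, 12 of 35 splits had at least the 6 lists that passed, so that number is one that other splits often reach. The camera p of the interferon list in bulk was matched by 1 of 35, the real one, although 23 of the other splits also passed its threshold. For the other 5 lists that passed, as small a p was reached by 23 of 35 splits for channel genes in bulk, 12 for the interferon list in D1, 7 for channel genes in D1, 7 for the interferon list in D2 and 5 for channel genes in D2, so these calls are of a size that other splits also give. For the lists that failed it was 32 for retinoid and RXR targets and 28 for activity-induced genes in bulk, 34 and 30 in D1, and 19 and 31 in D2. The r between D1 and D2 was reached by 1 of 80 splits, and those of bulk with D1 and with D2 by 1 of 35 each, the real one in each case.

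Genes without a count in any bulk library held counts in every sorted library, at a density that changed little with gene length, from 0.507 CPM per kb in genes of 5 to 10 kb to 0.504 in those of 30 to 100 kb and 0.42 over 100 kb. The ratio of the X-linked to the autosomal density over such genes was 0.338 to 0.4542 in the 18 male libraries and 0.7518 to 0.9692 in the 17 female ones. The male to female ratio of medians was 0.494. Low-level transcription from nuclei argues for a ratio near 1, because 1 X chromosome is inactivated in females, and the highest male value of 0.4542 lies under every female value. Genomic DNA among the sequenced fragments may explain the pattern, as males carry 1 X chromosome. The share of counts such a background would hold had a median of 64%. This has a consequence for the male to female comparison, where X-linked genes silent in bulk had a median log2 fold change of -1 and those above 10 CPM one of -0.61. The 1483 X-linked calls may therefore largely count copies of the chromosome.

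The same background may account for many calls in D2 over both sexes. Slopes of each gene on silent-gene density were fitted in the 10 D1 EGFP libraries alone, which hold no RXRa library and no D2 library. They gave the direction of 93.7% of the 9683 D2 calls. The r across genes between slope and fold change was -0.554, and 6 of 80 splits had an r as far from 0, so the relation is not particular to the real split. With the density as a covariate 0 genes were called, with 1347 at an unadjusted p under 0.05. What remains open is why density was lower with RXRa in D2, with an exact two-sided permutation p of 0.00136. An effect of RXRa on the RNA content of nuclei and an uneven preparation of the libraries cannot be told apart, since both would follow the vector groups and the labels give no batch. Igkc kept its fold change under the covariate, -1.77, but not its call.

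Of the 13 tested genes within 200 kb of Drd1 or Drd2, 9 were called between D2 and D1, all in the direction of the receptor gene. Of the called neighbours, 6 had a bulk CPM under 1. Near Drd1 these included Gm18974 (-1.54), Gm34557 (-1.43), Gm48550 (-1.55) and Gm18473 (-1.77), and the expressed gene Sfxn1 fell by 1.71. Near Drd2, Gm4894 was at 0.91, Ankk1 at 2.04 and Ttc12 at 1.82. Farther out the change ended, with -0.21 in Hrh2 and 0.01 in Ncam1. Transcription reading out of the receptor gene argues for changes downstream of it, but 3 called neighbours lie on the upstream side. Extra copies of these regions in the mouse lines that mark D1 and D2 neurons may explain the pattern through the same genomic background, as neighbours with a bulk CPM under 1 changed with the expressed ones. The mouse lines are not stated in the labels, and no direct measure of copy number was analysed here.

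In bulk, T and NK cell markers, from a list written after the bulk calls had been seen, were all higher with RXRa. Each of the 14 genes had every RXRa library above every GFP library, the median log2 fold change was 1.75, and 12 were called. Ranked by level in the RXRa group, the most abundant was Il2rb, from 10 ± 2.46 CPM to 37.9 ± 15.6 CPM (SD, n = 4). Gzmb came next, from 6.02 ± 0.351 to 21.5 ± 8.35 CPM (SD, n = 4). Lymphocytes in the RXRa tissue may thus contribute to the bulk calls. The tissue of the GFP group also held counts of each marker. If more microglia with unchanged expression per cell were the source, their markers would rise as much as the interferon list, whose median was 1.02. Microglial markers had a median of 0.191, with 7 of 10 higher and 0 called. Changed expression within microglia is not tested by this comparison. B cell markers had a median of 0.46, with 5 of 8 genes tested, all higher, and 0 called, where none had every RXRa library above every GFP library. Of 8 neutrophil markers 1 was tested, S100a9 at -1.55, and 0 were called. B cells and neutrophils thus cannot be told apart from no change at these counts. A larger dose of virus in the RXRa animals also stays open: vector GFP gave an exact two-sided permutation p of 0.371, and with 4 libraries per group such a difference cannot be told apart from none. An effect of RXRa itself on immune signalling remains untested against these.

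Of the 8 marker lists set beforehand, the remaining 7 had medians nearer to 0 in bulk than the T and NK list. Under TMM the median log2 fold change was -0.0633 for D1 neurons, -0.222 for D2 neurons, -0.281 for oligodendrocytes and -0.139 for astrocytes. It was 0.314 for endothelial cells, 0.217 for cortical excitatory neurons and -0.0614 for interneurons. Called were 4 of 10 endothelial and 1 of 10 astrocyte markers, all higher, and 1 of 5 D2 neuron markers, lower. All 5 D2 neuron and all 10 oligodendrocyte markers were lower. In D2 over both sexes, D2 neuron markers had a median of 0.672, with 5 of 5 higher and 4 called. D1 neuron markers had 0.336, with 4 of 6 higher and 4 called, 3 of the calls being higher. The other lists had medians of -0.124 to -0.0399 there. With silent-gene density as a covariate 0 genes were called in D2.

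In D1 female, Raet1e was lower with RXRa, and the genes inside its annotated body moved with it, with within-group correlations across 35 libraries of 0.97 for Gm26740, 0.917 for C920009B18Rik and 0.876 for Raet1d. Genes outside it had 0.36, 0.368 and 0.267. A copy number difference among the mice may give such a pattern. Because the inner genes lie within the body of Raet1e, they can share its reads, so shared reads and shared copies cannot be told apart.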
